A study of Drosophila melanogaster with 55 samples. Its data were reported in "Topoisomerase 3β interacts with RNAi machinery to promote heterochromatin formation and transcriptional silencing in Drosophila" (2018).

How the data were processed

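Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on adult heads of Drosophila melanogaster with antibodies to heterochromatin protein HP1, to histone H3 di- or trimethylated on lysine 9 (H3K9me2, H3K9me3), to the topoisomerase Top3b, and to the FLAG tag. The series holds 55 samples. For 33 of them an island list was used here, and the other 22, which are input DNA, were not used here. HP1 was profiled in w1118, the control line, with 3 libraries, in the Top3b26 mutant line with 3, in the AGO2 1-1-7 line with 2, and in the double mutant, Top3b26;AGO2 1-1-7, with 2. H3K9me2 and H3K9me3 had 3 libraries each in w1118 and in Top3b26. Top3b ChIP had 3 libraries from w1118. FLAG ChIP had 2 libraries from flies whose own AGO2 gene carries a FLAG tag (FLAG-AGO2) and 1 from untagged w1118. A complementation set had 1 HP1 library for each of 5 lines: w1118, Top3b26, and Top3b26 with an actin-driven transgene for wild-type Top3b (WT), the catalytic mutant (Y332F) or a version without the RGG box (dRGG). Groups and replicate numbers were taken from the labels of the samples. By these labels, all H3K9me2 and H3K9me3 libraries of a line share a single input library.

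Per the methods of the study, the authors mapped reads of 50 bases to the dm6 genome with Bowtie, allowing 2 mismatches and dropping reads with more than 3 hits. Enriched regions, called islands, were then found by the authors with SICER 1.1 in windows of 100 bp with a gap of 600 bp, at a false discovery rate under 5% and against input DNA of the same line. Each deposited list belongs to 1 library and gives the position of each island with a whole-number score from the authors. The unit of that deposited score is not given in the sources used here. It is not scaled for sequencing depth as far as these sources state, so scores were used only to filter or rank islands within a list. Sequencing depth is not given in the sources used here either, so no interval for counting error could be given, and the length of each list stands in its place. The lists differed in how they were made. The smallest distance between neighbouring islands was 1100 bp in replicates 2 and 3 of HP1 in w1118 and in Top3b26. It was 700 bp in the remaining lists except Top3b replicate 3, which had windows of 200 bp and a smallest distance of 800 bp. The list of FLAG-AGO2 replicate 2 is headed as a difference from the control FLAG library, so the FLAG-AGO2 lists are not equivalent.

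Islands with a score of at least 200 on chromosomes 2 and 3 were kept, following the methods of the study. Pericentric heterochromatin was 2L from 22090000 to 23513711, 2R from 1 to 4505672, 3L from 23247000 to 28110226 and 3R from 1 to 4165641, as the study set it, and the rest of these arms was euchromatin. On the 100-bp grid of the lists this gave 14958700 bp of heterochromatin and 94031800 bp of euchromatin. Coverage was the percentage of the bases of a region inside islands. For each pair of a control and a mutant library, loss was the percentage of control islands of which less than 50% of the length lay inside islands of the mutant, and gain was the same share of mutant islands against the control. An island was placed in a region by its midpoint. Loss and gain were averaged over all pairs, and the same loss between control replicates gave the background. Length lost in all was the length inside islands of every control library and of no mutant library.

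Group means of coverage and the mean of loss minus gain were compared with two-sided exact permutation tests over all regroupings of the libraries. The smallest p is 0.1 for 3 libraries against 3 or against 2, and 0.333 for 2 against 2, so none of these tests could pass 0.05. The 22 tests were adjusted together by the method of Benjamini and Hochberg. For HP1 loss shared by Top3b26 and AGO2 1-1-7, heterochromatin was divided into 1-kb bins, and 1000 draws were simulated in which every mutant library kept its own number of covered bins and lost them independently of the other mutant, given how many w1118 libraries covered a bin. Unchanged groups were simulated in the same way against the same controls. Overlap between ChIP targets was the percentage of island length inside the other islands, averaged over all pairs of libraries. Its chance level came from 1000 circular shifts within each heterochromatic or euchromatic part of an arm, for which the smallest p is 0.001. Shifts treat positions as exchangeable and say nothing about replicates.

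The genes and regions to be named were fixed before the data were examined. They were Lsp1gamma, CG13405, mthl8 and Pdk1 at the end of 3L, the targeted genes Top3beta and AGO2, and, for each mutant comparison and direction, the 3 longest heterochromatic stretches and the longest euchromatic stretch inside islands in every library of one group and in no library of the other. Pieces within 600 bp were joined. Gene positions, exons and transposable elements came from the BDGP 6.54 annotation, whose arms have the dm6 lengths that the lists use. Coordinates are 1-based.

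The groups share replicate numbers, so the pairing was checked from the correlation of deviations from the group means in 10-kb bins. For HP1 in Top3b26 against w1118 the correlations were 0.447, 0.661 and 0.368 for replicates 1, 2 and 3. They were 0.381, 0.670 and 0.326 after every list was rejoined across gaps of up to 1000 bp, so these numbers pair the libraries. The remaining comparisons had 2 pairs or a pair with a correlation under 0.1.

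The alternatives tried were no minimum score, a minimum score of 400, an equal number of islands per list, any overlap or 80% overlap in place of 50%, covered bases in place of islands, heterochromatin boundaries moved by 500 kb, each library left out in turn, replicate number as a block with an exact sign-flip test, the complementation libraries added as a further replicate, removal of islands that overlap those of the untagged FLAG control, and other ways to set the chance level of overlaps. Rejoining gaps, separating lists by gap, and the interaction test were added after the data were examined. Measures were tested on simulated data made from 2032 heterochromatic islands of HP1 w1118 replicate 1 for a comparison of 3 libraries with 3. With 19.4% of islands truly lost, loss minus gain was 18.3%, and 87.3% of the truly lost length was found as lost in all. Each simulated list only dropped whole islands at random from that library, with the same island edges and gap throughout. Real lists differ in these, so the simulated values check the code and are not the sensitivity of the real comparisons. Computations used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, and plots used matplotlib 3.10.9.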

Results

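The data are lists of enriched islands from 33 ChIP-seq libraries of fly heads. The study asked whether Top3b, a topoisomerase that acts on DNA and RNA, and AGO2, the Argonaute protein of the RNA-induced silencing complex, are needed for HP1 and H3K9 methylation in heterochromatin. The lists held between 585 and 11046 islands before filtering. A score of at least 200 was reached by 84.9%, 95.7% and 92.6% of islands in the 3 HP1 libraries of w1118, but by 15.5%, 40.7% and 7.90% in the 3 Top3b libraries. HP1 islands of w1118 on chromosomes 2 and 3 numbered 4824, 5500 and 3243 after this filter. Of these, 2032, 1409 and 1365 lay in pericentric heterochromatin.

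The targeted genes were examined in every library. HP1 islands covered 38.8% of AGO2 (3L 15554113 to 15561042) in both AGO2 1-1-7 libraries and in both double mutant libraries, and 38.8%, 38.8% and 34.5% in w1118. Top3beta (X 6284138 to 6287990) was covered by HP1 islands at 0%, 50.7% and 7.53% in Top3b26 and at 4.93%, 10.1% and 0% in w1118. The study describes AGO2 1-1-7 as a null allele with a deletion in the promoter region and a much shorter one in an exon. It gives no coordinates for them, and coverage was taken over the whole gene and not at these deletions. The sources used here do not locate the part of Top3beta that the Top3b26 allele alters. These values, with 50.7% in Top3b26 replicate 2, therefore leave the labels unchecked.

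HP1 islands covered 58.3% ± 1.23 (SD, n = 3) of pericentric heterochromatin in w1118. In Top3b26 they covered 55.4% ± 11.6 (SD, n = 3), with 48.3% and 49.1% in replicates 1 and 2 and 68.7% in replicate 3. The difference of -2.94 percentage points was smaller than the spread between Top3b26 replicates (exact permutation test, p = 0.9). Replicate 3 decided this value, because without it the difference was -9.62 points (exact permutation p = 0.1, the smallest for 3 against 2), and without replicate 1 or 2 it was 0.597 or 0.209. Lists differed in the smallest distance between islands. In replicate 1 of each group, which have the shorter distance, the difference was -9.65, and in replicates 2 and 3, which have the longer one, it was 0.421. In AGO2 1-1-7, coverage was 30.0% ± 3.71 (SD, n = 2), with 27.3% and 32.6%. Both libraries lay below every w1118 library, and the difference of -28.3 points was larger than the spread within either group (exact permutation p = 0.1, the smallest this design allows, adjusted p = 0.733). The alternative that moved it most was a minimum score of 400, at -31.4. Both AGO2 1-1-7 lists have the shorter distance between islands, and against the 1 w1118 library that shares it the difference was -28.0. In the double mutant, coverage was 60.7% ± 3.30 (SD, n = 2), with 63.0% and 58.3%. It differed from w1118 by 2.37 points, less than its own spread (exact permutation p = 0.4), and by 0.0432 or 4.70 without its replicate 1 or 2. It differed from Top3b26 by 5.31 points (exact permutation p = 0.6), which became 1.78, 2.16 or 12.0 without Top3b26 replicate 1, 2 or 3 and 2.98 without double mutant replicate 1, and from AGO2 1-1-7 by 30.7 points. Among lists with the shorter distance the double mutant differed by 2.73 from w1118 and by 12.4 from Top3b26, and all AGO2 1-1-7 and double mutant lists are of this kind. The difference from AGO2 1-1-7 was larger than the spread within both groups, with an exact permutation p of 0.333, which is the smallest for 2 against 2.

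**Figure D1:**
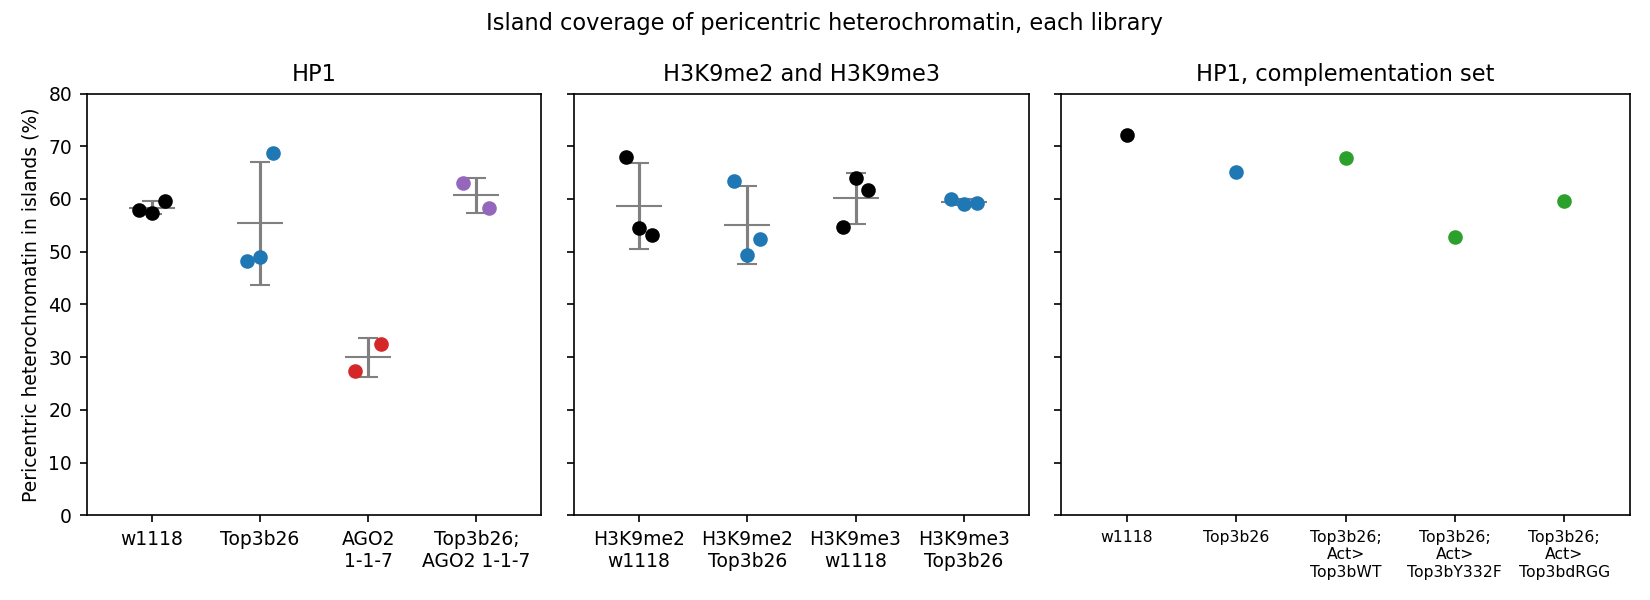
Percentage of pericentric heterochromatin of chromosomes 2 and 3 inside islands for each library (points), with group mean and SD in grey where a group has replicates; the left panel shows HP1, the middle panel the H3K9 marks and the right panel the complementation set with 1 library per line. The AGO2 1-1-7 libraries lie at 27.3% and 32.6%, below every w1118 library, and the Top3b26 HP1 libraries spread from 48.3% to 68.7%.

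The lower HP1 coverage of AGO2 1-1-7 was spread along all pericentric arms. On 2L its libraries had 27.3% and 33.5% against 61.6%, 62.7% and 64.1% in w1118, and on 3R they had 25.0% and 32.4% against 56.5%, 51.9% and 55.6%. The mean of AGO2 1-1-7 lay below that of w1118 in 146 of 148 windows of 100 kb. The mean of Top3b26 was below w1118 in 119 of these windows and that of the double mutant in 42.

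**Figure D2:**
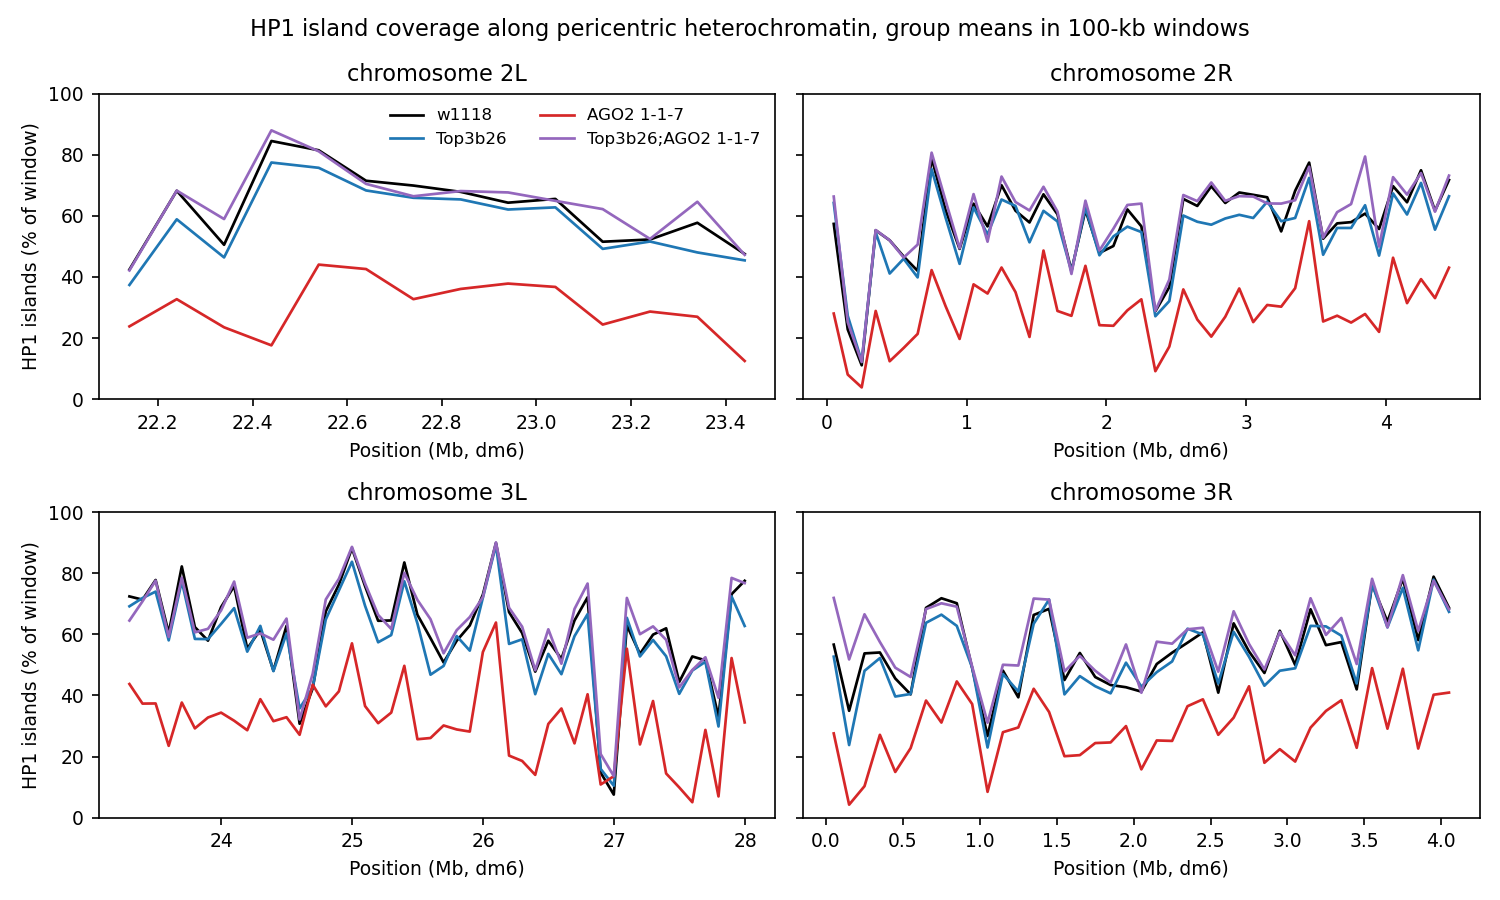
Mean percentage of each 100-kb window inside HP1 islands along the pericentric part of each arm of chromosomes 2 and 3 (position in Mb, dm6), with 1 line per group. The AGO2 1-1-7 line lies below the w1118 line in 146 of 148 windows, and the double mutant line lies below it in 42.

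Next, islands were compared pair by pair. Between w1118 replicates, 8.67% of heterochromatic HP1 islands of one library were lost in another on average, with a range of 5.25% to 14.2%. From w1118 to Top3b26 the mean loss was 14.4% and the mean gain 7.36%, and pairs ranged from 0.497% to 27.1% in loss. Without Top3b26 replicate 3 the gain was 3.22%. Loss minus gain was 7.02 points (exact permutation p = 0.5), and without Top3b26 replicate 1, 2 or 3 it was 2.88, 0.818 or 17.4. At an equal number of islands it was 3.96. Between lists with the shorter distance between islands it was 20.3, and between the others 0.891. From w1118 to AGO2 1-1-7 the mean loss was 55.1% and the mean gain 2.53%, which was 1.31% without AGO2 1-1-7 replicate 1. Every one of the 6 pairs lost at least 51.0% of islands, above the range between control replicates. Loss minus gain was 52.6 points (exact permutation p = 0.1, adjusted p = 0.733), and it was 31.9 when any overlap counted as shared, the alternative that moved it most. Among lists with the shorter distance it was 53.5. From w1118 to the double mutant the mean loss was 5.57%, within the range between control replicates, and the mean gain 12.1%, for a difference of -6.51 points (exact permutation p = 0.2), or -1.68 among lists with the shorter distance.

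**Figure D3:**
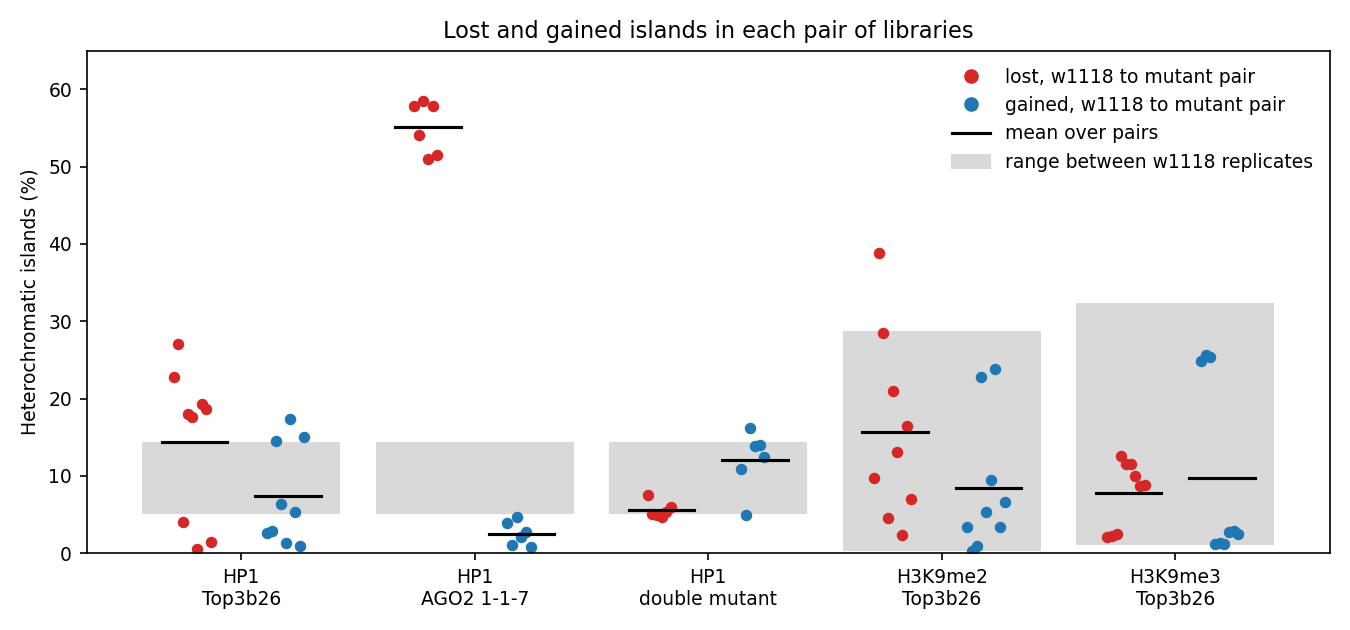
Percentage of heterochromatic islands lost (red) or gained (blue) in each pair of a w1118 and a mutant library, with means as black lines; grey bands give the range of loss between w1118 replicates of the same ChIP. All AGO2 1-1-7 pairs lose 51.0% to 58.5% of HP1 islands, above the band from 5.25% to 14.2%.

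The length of heterochromatin inside HP1 islands of every w1118 library and of no AGO2 1-1-7 library was 2402.4 kb, which is 16.1% of heterochromatin and 31.998% of the 7508 kb that all w1118 libraries covered. The opposite change took in 3.6 kb. Without AGO2 1-1-7 replicate 2 the lost length was 3817.3 kb and the gained length 188.5 kb. The gained length was 15.9 kb without AGO2 1-1-7 replicate 1 and 11.9, 6.9 and 12.0 kb without w1118 replicates 1, 2 and 3. For Top3b26 the length lost in all was 5.2 kb and the length gained 2.8 kb. Leaving out Top3b26 replicate 3 raised the lost length to 398.6 kb, and it was 8.2 kb without Top3b26 replicate 1 and 16.7, 30.7 and 17.6 kb without w1118 replicates 1, 2 and 3. The gained length exceeded the lost one without Top3b26 replicate 2, at 48.4 against 6.3 kb, and without replicate 1, at 19.7 kb, and it was 6.4, 7.2 and 10.5 kb without w1118 replicates 1, 2 and 3. For the double mutant 56.8 kb was lost and 93.7 kb gained, and the lost length was 321.5 kb without w1118 replicate 1, and 157.6 and 222.1 kb without double mutant replicates 1 and 2. The gained length was then 306.5, 196.5 and 801.7 kb, and 146.2 kb without w1118 replicate 3. The longest stretches lost in AGO2 1-1-7 were 2L 22424101 to 22439500 with no annotated gene, 2R 479701 to 489200 in introns of DIP-lambda, and 3L 23602601 to 23611400 in an intron of AGO3, of which 74.4% lay in annotated transposable elements. The longest for Top3b26 were short, the first at 2R 1928701 to 1929400 in an intron of CG17684. The longest heterochromatic gain of the double mutant, 2L 23123301 to 23127700, held no annotated gene. The longest lost in the double mutant was 3L 25351901 to 25354500, in an intron of lovit.

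The study also asked whether both mutants lose HP1 at the same loci. Of the 1-kb bins that Top3b26 lost from w1118, 92.9% were also lost in AGO2 1-1-7. Independent loss gave 59.3% on average and between 57.0% and 61.1% in 1000 draws, none of which reached the observed share, and unchanged groups against the same controls gave 25.4%. The draws treated bins as independent, though an island can span many bins, so this range can be too narrow. The share was 94.8%, 90.5% and 93.5% for Top3b26 replicates 1, 2 and 3, which lost 21.1%, 18.3% and 1.94% of control bins. Replicate 3 covered more heterochromatin than every w1118 library of its set. A high share therefore did not require lower coverage in Top3b26, and it is not by itself evidence of an effect of Top3b. Of the bins that AGO2 1-1-7 lost, 26.1% were lost in Top3b26, against 22.02% for independent loss.

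Euchromatic coverage by HP1 was 7.77% ± 2.90 (SD, n = 3) in w1118, 6.94% ± 4.15 (SD, n = 3) in Top3b26, 3.43% ± 1.99 (SD, n = 2) in AGO2 1-1-7 and 4.49% ± 1.26 (SD, n = 2) in the double mutant. The differences from w1118 were -0.829, -4.34 and -3.27 points (exact permutation p = 0.7, 0.2 and 0.2). Between w1118 replicates, loss of euchromatic islands already averaged 36.1%. Loss minus gain was 11.9 points for Top3b26, 43.4 for AGO2 1-1-7 and 31.6 for the double mutant (exact permutation p = 0.6, 0.1 and 0.3). At an equal number of islands these values were 2.94, 21.6 and 25.1 (exact permutation p = 0.7, 0.3 and 0.3), and with no minimum score AGO2 1-1-7 gave 22.2 (exact permutation p = 0.5). For Top3b26 both values changed sign without w1118 replicate 2, to 0.826 and -0.583, and without Top3b26 replicate 1, to 0.764 and -2.28. The largest values were -3.18 and 34.2, without Top3b26 replicate 2, and without replicate 3 they were -0.0739 and 3.74. Without w1118 replicate 1 they were -1.89 and 17.8, and without replicate 3 they were -1.42 and 18.4. Without w1118 replicate 2 the coverage differences were -2.69 for AGO2 1-1-7 and -1.62 for the double mutant, whose loss minus gain was then 19.5. Without replicate 1 of the mutant, loss minus gain was 27.7 for AGO2 1-1-7 and 17.3 for the double mutant. Among lists with the shorter distance between islands, coverage differed from w1118 by -1.89, -2.22 and -1.15 points and loss minus gain was 31.99, 35.2 and 21.1 for Top3b26, AGO2 1-1-7 and the double mutant. Among the others, Top3b26 gave -0.297 and 4.59. The longest euchromatic stretch lost in AGO2 1-1-7 was 2R 9542501 to 9554900, with CG1888 and mir-14. In the double mutant it was 2L 6078401 to 6089400, which includes Kr-h1.

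H3K9me2 islands covered 58.6% ± 8.17 (SD, n = 3) of heterochromatin in w1118 and 55.1% ± 7.34 (SD, n = 3) in Top3b26. The difference of -3.54 points was smaller than the spread of either group (exact permutation p = 0.5). Without w1118 replicates 1, 2 and 3 it was 1.16, -5.56 and -6.23, and without Top3b26 replicates 1, 2 and 3 it was -7.70, -0.732 and -2.20. Loss averaged 15.7% and gain 8.45%, or 4.33% without Top3b26 replicate 1, while loss between w1118 replicates averaged 12.5% with a range of 0.433% to 28.6%. Loss minus gain was 7.27 points (exact permutation p = 0.5), 4.501 at an equal number of islands, and -1.17 without w1118 replicate 1, 12.2 without w1118 replicate 3, 16.5 without Top3b26 replicate 1 and -0.297 without Top3b26 replicate 2. H3K9me3 islands covered 60.1% ± 4.85 (SD, n = 3) in w1118 and 59.4% ± 0.506 (SD, n = 3) in Top3b26, a difference of -0.738 points (exact permutation p = 0.9). It was -3.46, 1.18 and 0.0687 without w1118 replicates 1, 2 and 3. Loss of 7.76% and gain of 9.73% differed by -1.97 points (exact permutation p = 1), by 6.02 points when lists had an equal number of islands, and by 8.56, -8.29 and -6.19 points without w1118 replicates 1, 2 and 3. Gains of 24.9% to 25.6% were found only against w1118 replicate 1, and without it the mean gain was 1.96% and the mean loss 10.5%. Lengths lost in all were 63.2 kb for H3K9me2 and 35.6 kb for H3K9me3, against 0.9 kb and 12.6 kb gained. The H3K9me2 length was 113 and 233 kb without w1118 replicates 2 and 3 and 230.0 kb without Top3b26 replicate 1. The H3K9me3 length was 169.2 and 84.5 kb without w1118 replicates 1 and 3, and 77.1, 59.7 and 62.4 kb without Top3b26 replicates 1, 2 and 3. The gained lengths moved as well. For H3K9me2 the gain rose to 58.8 kb without w1118 replicate 1, against 71.4 kb lost, and to 26.0 kb without Top3b26 replicate 2, and it was 3.4 kb without w1118 replicate 2 or 3 and 1.8 and 3.8 kb without Top3b26 replicates 1 and 3. For H3K9me3 it rose to 51.1 kb without w1118 replicate 2, against 51.2 kb lost, and to 29.2 kb without w1118 replicate 3 and 23, 25.1 and 32.3 kb without Top3b26 replicates 1, 2 and 3.

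The longest H3K9me2 stretches lost in Top3b26 were 2L 23002901 to 23005700 in Cht10 and 2L 22141801 to 22144300 in exons of CG42748. In euchromatin H3K9me2 covered 5.32% ± 1.59 (SD, n = 3) and 4.67% ± 1.27 (SD, n = 3), and H3K9me3 2.73% ± 0.738 (SD, n = 3) and 3.31% ± 0.4003 (SD, n = 3), in w1118 and Top3b26. The differences of -0.648 and 0.578 points were within the spread of w1118 (exact permutation p = 0.7 and 0.5). Euchromatic loss minus gain was 8.67 points for H3K9me2 and -21.9 for H3K9me3 (exact permutation p = 0.6 and 0.4). At an equal number of islands it was 1.66 and -5.85, and the coverage differences were -0.249 and 0.144. For H3K9me2 both euchromatic values changed sign without w1118 replicate 2, to 0.265 and -3.01, and without Top3b26 replicate 2 they were -0.00838 and -3.97. They were -1.20 and 14.9 without w1118 replicate 1, -1.01 and 14.1 without w1118 replicate 3, and -1.28 and 17.9 without Top3b26 replicate 3. For H3K9me3 they were 0.154 and -2.74 without w1118 replicate 1, and the coverage difference was 0.357 without Top3b26 replicate 2. Across the 22 tests, no adjusted p was below 0.733.

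To ask whether Top3b and AGO2 sit where HP1 does, island sets were overlapped. Top3b islands covered 3.23% ± 2.95 (SD, n = 3) of heterochromatin, or 1.89% without replicate 3. FLAG-AGO2 islands covered 1.69% in replicate 1 and 0.168% in replicate 2, whose list is a difference from the control library, for a mean of 0.931%. In addition, 1 Top3b library held only 8 heterochromatic islands. Of heterochromatic Top3b island length, 80.7% lay in HP1 islands of w1118, against 57.8% for shifted positions, a ratio of 1.40 (circular permutation p = 0.001, the smallest possible). At a minimum score of 400 the ratio was 1.29 (circular permutation p = 0.135), and without Top3b replicate 3 it was 1.26 (circular permutation p = 0.0799). In euchromatin, 55.3% lay in HP1 islands against 8.02%, a ratio of 6.89. For FLAG-AGO2 the values were 94.7% against 58.9% in heterochromatin and 22.8% against 7.91% in euchromatin, where the ratio of 2.88 fell to 1.66 without FLAG-AGO2 replicate 1 and to 1.58 without islands that overlap those of the untagged control. FLAG-AGO2 islands overlapped Top3b islands at 20.6% against 3.05% in heterochromatin and at 11.1% against 3.31% in euchromatin. Each of these 6 overlaps had the smallest p that the circular permutation can give. The untagged w1118 FLAG library, which measures background, gave 98.5% against 57.9% with HP1 in heterochromatin and 27.1% against 8.03% in euchromatin. It gave 21.5% against 3.28% and 16.2% against 3.35% with Top3b. Of heterochromatic FLAG-AGO2 length, 67.6% lay in islands of this control in replicate 1, against 3.32% for shifted positions, and 0% in replicate 2. With islands that overlap those of the control removed, the heterochromatic ratio of FLAG-AGO2 stayed at 1.61 with HP1 and went from 6.76 to 5.82 with Top3b (circular permutation p = 0.001 for both). The euchromatic overlap of FLAG-AGO2 with Top3b was above shifted positions in replicate 1 only. After the same removal its ratio fell from 3.35 to 0.820 (circular permutation p = 0.295), and without FLAG-AGO2 replicates 1 and 2 it was 0.659 and 5.98.

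**Figure D4:**
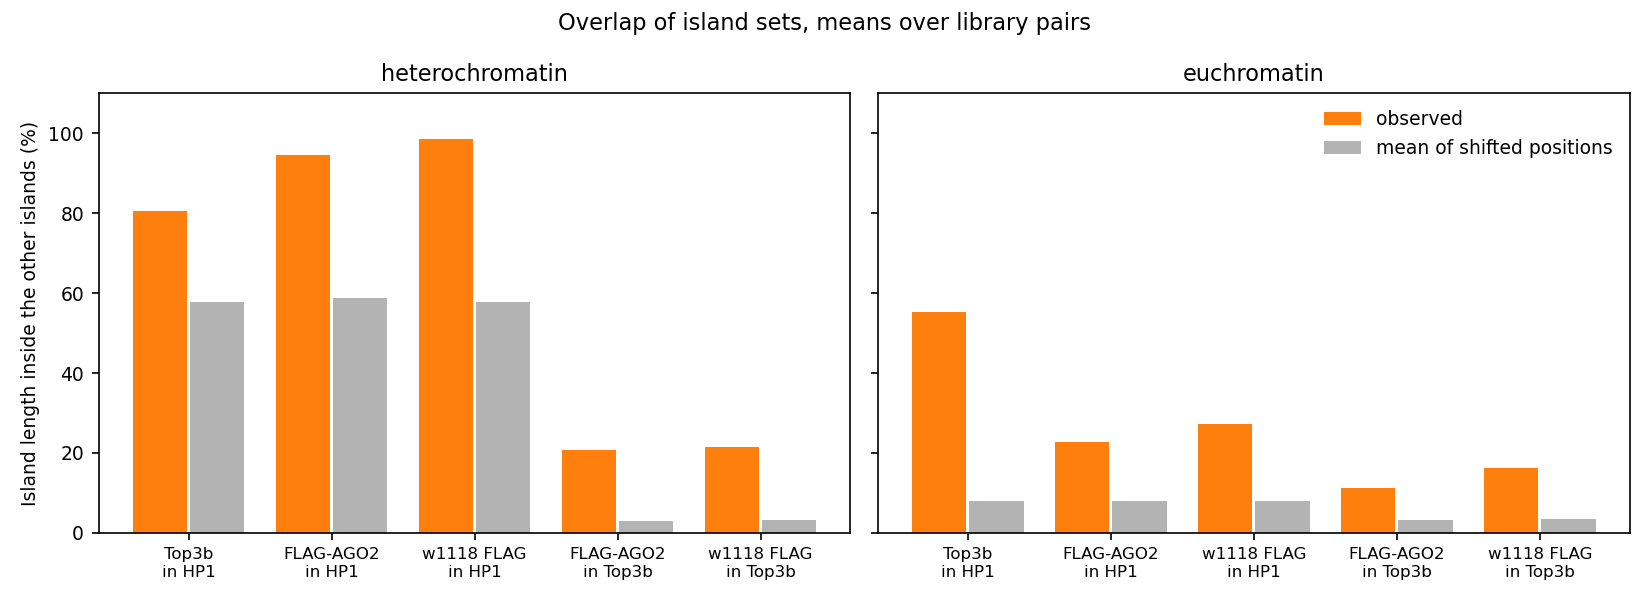
Percentage of island length that lies inside islands of the other ChIP (orange) and the mean of 1000 circular shifts (grey), in heterochromatin and euchromatin, averaged over pairs of libraries. The untagged w1118 FLAG library overlaps HP1 at 98.5% in heterochromatin, and FLAG-AGO2 at 94.7%.

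The complementation set had 1 HP1 library per line, so its differences have no replicate check and were not tested. Islands covered 72.0% of heterochromatin in w1118 and 65.0% in Top3b26, a difference of -7.02 points. The line with wild-type Top3b had 67.8%, which is 2.75 points above Top3b26. The Y332F line had 52.8% and the dRGG line 59.7%, differing by -14.995 and -8.12 points from the wild-type transgene. Both also lay below Top3b26 without a transgene, whereas a lack of rescue alone would give values near it. The Y332F list had the most islands of the set, 8205, and the highest euchromatic coverage, 7.17%. These differences therefore do not isolate a rescue defect. For scale, the 3 Top3b26 libraries of the first set ranged from 48.3% to 68.7%.

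At the end of 3L, the study examined Lsp1gamma (66430 to 68995), CG13405 (73945 to 75332) and mthl8 (22428 to 26308), with Pdk1 (129450 to 145895) as a neighbour outside. From the first base of 3L to the end of CG13405, HP1 islands covered 39.2% ± 17.6 (SD, n = 3) in w1118, 28.8% ± 16.6 (SD, n = 3) in Top3b26, 3.12% ± 1.41 (SD, n = 2) in AGO2 1-1-7 and 4.58% ± 0.469 (SD, n = 2) in the double mutant. AGO2 lies on the same arm, so AGO2 1-1-7 and double mutant flies may share this end of 3L as background. That was not tested, and these values do not separate it from the allele. The regional values, and the pairing of them by replicate number, were chosen after the data were examined. The difference between the means of w1118 and Top3b26 was smaller than the SD of either group, but Top3b26 lay below the w1118 library of the same number in each of the 3 pairs. The paired differences were -9.03, -8.76 and -13.4 points, with a mean of -10.4 ± 2.61 (SD, n = 3) and a two-sided exact sign-flip permutation p of 0.25, the smallest for 3 pairs. In the complementation set the difference was -9.42. HP1 islands covered 0% of Lsp1gamma and CG13405 in every HP1 library. They covered 100% of mthl8 in all 3 Top3b26 libraries, 38.9%, 12.2% and 1.88% in w1118, and 0% in AGO2 1-1-7 and the double mutant. In the complementation set mthl8 was covered at 38.0% in w1118 and 100% in Top3b26. With wild-type Top3b, Y332F and dRGG it was 100%, 100% and 71.7%, with 1 library per line. The wild-type transgene thus did not lower this coverage, and the double mutant lacked it though it carries Top3b26. These values do not tie the gain to Top3b. The study reported higher mthl8 RNA in the Top3b mutant, in a region where it found less HP1. The longest euchromatic stretch gained in Top3b26 lay in mthl8, at 3L 22901 to 24800, and the longest lost was near by, at 3L 29201 to 35100. Pdk1 was covered at 13.1%, 55.0% and 0% in w1118 and at 0%, 19.2% and 0% in Top3b26.

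**Figure D5:**
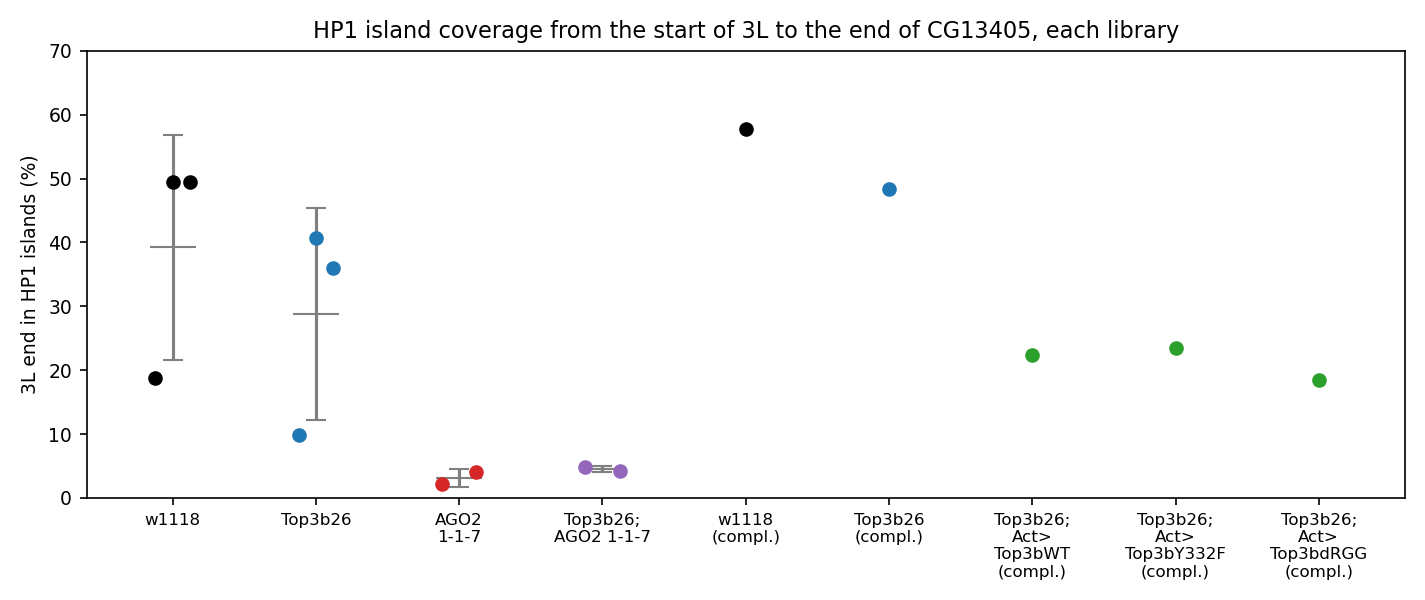
Percentage of 3L from its first base to the end of CG13405 inside HP1 islands for each library (points), with group mean and SD in grey where a group has replicates; compl. marks the complementation set. AGO2 1-1-7 and double mutant libraries lie between 2.12% and 4.91%, below every w1118 library.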

Values the study reported

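The study reported that islands with decreased HP1 made up 23.6% of HP1 islands in the Top3b mutant and 43.3% in the AGO2 mutant, and islands with increased HP1 0.04% and 0.4%. In the double mutant, decreased islands were 1.2%. Decreased islands present in both mutants were given as 74% of those of the Top3b mutant and 27% of those of the AGO2 mutant. AGO2 and Top3b islands were said to take up about 0.3% and 1.4% of heterochromatin, and HP1 islands 72%. In heterochromatin, 98% of AGO2 islands and 8% of Top3b islands were reported to overlap with HP1. For the Top3b mutant, decreased H3K9me2 and H3K9me3 islands were 7.0% and 4.6%, and increased ones 0.4% and 0.2%.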

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

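The interaction between the mutations, the comparisons of X, its end, Y and chromosome 4, the tests of a double mutant label and of backgrounds shared by lines, and the test on the whole X were chosen after the results were seen.

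HP1 coverage of heterochromatin was lower than in w1118 in the AGO2 1-1-7 libraries and not in those of the double mutant. The interaction, which is the double mutant minus Top3b26 less the difference of AGO2 1-1-7 from w1118, was 33.6 percentage points (two-sided exact permutation over 25200 regroupings of the 10 libraries, p = 0.035). This test takes all 4 groups to be alike, so a difference in AGO2 1-1-7 alone can give a small p, and it ignores the pairing of w1118 and Top3b26 libraries by replicate number. It passes 0.05 by little, and leaving out any w1118 library, Top3b26 replicate 1 or 2, or either double mutant library raised the exact permutation p above 0.05, to 0.133 at most, with values of 33.8, 34.1, 32.96, 30.1, 30.5, 31.3 and 36.0 in that order. The p was lower without Top3b26 replicate 3, AGO2 1-1-7 replicate 1 or AGO2 1-1-7 replicate 2, and in rejoined lists, with values of 40.3, 31.0, 36.3 and 35.01 (exact permutation p = 0.00159, 0.0268, 0.0232 and 0.0242). The gap between islands set by the authors is excluded as the whole cause of the low coverage in AGO2 1-1-7, since rejoined lists gave -27.3 points. The list lengths of the double mutant are excluded as well, because at an equal number of islands the interaction was 32.4 (exact permutation p = 0.0567). That test was first worded as one of depth and was narrowed after its result was seen. The double mutant libraries being w1118 libraries under a wrong label is argued against by the end of 3L, where the double mutant lay -34.6 points from w1118. Lower depth or weaker enrichment of the AGO2 1-1-7 libraries cannot be told apart from a loss of HP1. The islands above the 80th percentile of score per kb were lost at 17.0%, against 55.1% for all islands. Between w1118 replicates these losses were 1.43% and 8.67%. The ratio of the AGO2 1-1-7 losses, 0.308, lies between the outcomes set out in advance. Islands of chromosome 4 with matched control scores were lost at 27.6% and those of pericentric heterochromatin at 42.1%, a difference of 14.5 points that ranged from -0.750 to 32.7 over the pairs. Between w1118 replicates the same difference was -5.60, from -16.8 to 7.97. For each w1118 library taken as the control, both AGO2 1-1-7 differences lay above both of those from w1118 replicates, but pericentric loss did not exceed that of chromosome 4 in every pair, which the test required. Matching by score was chosen after plain coverage of chromosome 4 was seen, at 57.9% ± 3.76 (SD, n = 2) in AGO2 1-1-7 and 61.9% ± 7.67 (SD, n = 3) in w1118. A biological effect, in which loss of Top3b restores HP1 in flies without AGO2, stays open and untested.

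HP1 islands on the first 100 kb of X, outside the arms compared in the report, covered 53.0% ± 0.919 (SD, n = 2) in AGO2 1-1-7 and 54.1% ± 0.283 (SD, n = 2) in the double mutant, against 43.2% ± 0.557 (SD, n = 3) in w1118. The differences were 9.75 and 10.9 points, with every mutant library above every control library. Coverage was compared in 20 ways over regions outside chromosomes 2 and 3, of which 3 were separated upward in this manner, where chance would give 1.4 (5% for each comparison of 3 against 3 and 10% for 3 against 2). Chance would give as many downward, and 2 were found, both for HP1 in AGO2 1-1-7, by -6.89 points on the whole X and by -23.4 on Y. The rise at the end of X thus goes against the rest of that chromosome in this line. Both lines carry the AGO2 allele and may share other chromosome segments. Their difference of 1.15 points does not separate such a background from the allele. In the complementation set, which has no AGO2 allele, w1118 had 46.2% and Top3b26 43.9%, while the lines with wild-type Top3b, Y332F and dRGG had 52.2%, 53.3% and 45.6%. Of these, Y332F lay above AGO2 1-1-7 replicate 2, at 52.3%, and none reached AGO2 1-1-7 replicate 1, at 53.6%, or the double mutant libraries. The AGO2 allele itself stays open and untested.

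H3K9me3 islands covered 29.4% ± 1.79 (SD, n = 3) of the same 100 kb in Top3b26 and 8.57% ± 5.98 (SD, n = 3) in w1118, a difference of 20.8 points with every Top3b26 library higher. Without a minimum score the difference was 20.8 and the libraries stayed apart, which excludes the score filter. A gain along the whole X is excluded, since coverage of X differed by 0.558 points and the libraries overlapped. An X chromosome background of the Top3b26 line, unrelated to the mutation, may differ at this end. HP1 there differed by 0.333 points and H3K9me2 by 8.53 points, and for both the Top3b26 and w1118 libraries overlapped. These values leave such a background open. By the labels, all H3K9me2 and H3K9me3 libraries of a line share a single input library. A difference between the inputs at this end would move all replicates together, so their agreement is not independent of it. That was not tested and stays open. The gene for Top3b is on X too, and its effect was not tested.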

How the results depend on the processing

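Rejoining lists across gaps and comparing within lists of 1 gap size were chosen after the data were examined, and so was the interaction. Of 455 alternative values for 39 results, 399 counted as kept. They kept their direction and their side of the threshold, or moved less than the spread. Lengths lost in all counted as kept within a fixed ratio of the main value, whatever the gained length did. Most of the tests compare 3 libraries with 2 or 3 and cannot pass 0.05, so keeping their side says nothing about stability. Moving the boundaries kept 26 of 26 results, any overlap 10 of 10, and the replicate block 22 of 22. For H3K9me2 and H3K9me3 replicate numbers did not pair the libraries. The block for HP1 in Top3b26 gave loss minus gain of 7.67 points (exact sign-flip permutation p = 0.5).

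The HP1 coverage of heterochromatin in AGO2 1-1-7 stayed between -31.4 and -25.7 points from w1118 in every alternative tried. The Top3b26 difference was 0.421 in lists with the wider gap. The H3K9me3 coverage difference was 0.158 at a minimum score of 400. H3K9me3 loss minus gain was 5.87 with no minimum score, 6.02 with equal numbers, 1.48 at 80% overlap and 1.07 by covered bases. Lengths lost in all were 2.2 kb for Top3b26 with the complementation set, 34.8 kb for the double mutant rejoined, and for H3K9me3 54.5 kb with no minimum score and 75.5 kb with equal numbers. The interaction was 32.4 with equal numbers. The heterochromatic overlap of Top3b with HP1 was 1.29 at a minimum score of 400, and the euchromatic overlap of FLAG-AGO2 with Top3b was 0.820 without islands of the untagged control. In the complementation set, Y332F differed from wild-type Top3b by -18.2 with equal numbers and dRGG by -9.58 at a minimum score of 400. The cause was not tested for any of these changes.

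With 1 library left out, ranges were as follows. For HP1 in Top3b26, heterochromatic coverage differed by -9.62 (without Top3b26 replicate 3) to 0.597 (without replicate 1), euchromatic coverage by -3.18 (without Top3b26 replicate 2) to 0.826 (without w1118 replicate 2), and euchromatic loss minus gain by -2.28 (without Top3b26 replicate 1) to 34.2 (without replicate 2). For H3K9me2 these ranged from -7.70 (without Top3b26 replicate 1) to 1.16 (without w1118 replicate 1) in heterochromatic coverage, -1.17 (without w1118 replicate 1) to 16.5 (without Top3b26 replicate 1) in heterochromatic loss minus gain, -1.28 (without Top3b26 replicate 3) to 0.265 (without w1118 replicate 2) in euchromatic coverage and -3.97 (without Top3b26 replicate 2) to 17.9 (without Top3b26 replicate 3) in euchromatic loss minus gain. For H3K9me3 coverage ranged from -3.46 (without w1118 replicate 1) to 1.18 (without replicate 2) and loss minus gain from -8.29 (without w1118 replicate 2) to 8.56 (without replicate 1). Lengths lost in all ranged from 6.3 (without Top3b26 replicate 2) to 398.6 kb (without replicate 3) for HP1 in Top3b26, 2630.0 to 3817.3 kb (without AGO2 1-1-7 replicate 2), 71.7 to 321.5 kb (without w1118 replicate 1) for the double mutant, 71.4 to 233 kb (without w1118 replicate 3) for H3K9me2 and 51.2 to 169.2 kb (without w1118 replicate 1) for H3K9me3. Fewer libraries make this length longer by construction. The interaction ranged from 30.1 (without Top3b26 replicate 1) to 40.3 (without replicate 3). The ratio for Top3b with HP1 in heterochromatin ranged from 1.26 (without Top3b replicate 3) to 1.51 (without replicate 1), and that for FLAG-AGO2 with Top3b in euchromatin from 0.659 to 5.98 (without FLAG-AGO2 replicates 1 and 2).

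Read depth is not given in the sources used here. Longer lists can come from deeper libraries, so island numbers cannot separate depth from biology.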

Other observations

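The shared-loss model with score ranks had its prediction written before its result, but its verdict was relaxed afterwards, as was that of list length for Top3b26 replicate 3, and the tests of the transgenic background were chosen after the results were seen.

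Other splits of the libraries were counted for the lengths lost in all. For AGO2 1-1-7 1 of the 10 splits gave as much, the real one, and the largest other split gave 57.6 kb. For HP1 in Top3b26 10 of 10 splits gave as much, the largest other 221.8 kb, and so did all 4 of the 4 splits that part every replicate pair. The double mutant had 4 of 10 such splits, H3K9me2 5 of 10 and H3K9me3 4 of 10. With 10 splits this count cannot exclude chance for any of these, however large the length. With the complementation libraries added as a further replicate the Top3b26 length was 2.2 kb, and 22 of 35 splits gave as much, so chance is not excluded.

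HP1 loss that Top3b26 shares with AGO2 1-1-7 was 92.9% of the Top3b26 loss. Loss of weak control signal first in both mutants is one candidate explanation. Simulated libraries with that dependence shared 80.4% on average, between 78.4% and 82.5%, below the observed share. A bound from simulated settings excludes nothing, so this stays open. Loss at loci that need both proteins also stays open and was not tested.

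Top3b26 replicate 3 lay above the 3 w1118 libraries of its set in HP1 coverage, and replicates 1 and 2 below. At an equal number of islands replicate 3 was 9.60 points above the highest w1118 library. It already had the fewest islands on chromosomes 2 and 3 of these 6 lists, 2769, so that trimming left its 68.7% unchanged and could not shrink this excess, and list length stays open. No other explanation of this spread was tested.

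Island coverage by HP1 in AGO2 1-1-7, relative to w1118, was not lower inside annotated transposable elements than outside. These elements make up 12.6% of heterochromatin. The ratio of coverage to w1118 was 0.493 and 0.618 inside elements and 0.466 and 0.551 outside, so the mean ratio inside was 0.0468 higher. The authors dropped reads above a set number of genomic hits, so repeated copies may carry little signal. Any copy missing from the annotation counts as outside. These values therefore cannot tell whether HP1 loss spares transposable elements as a whole.

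HP1 at the end of 3L, up to CG13405, was 18.8% in w1118 replicate 1 and 49.4% in replicates 2 and 3. The gap between islands is excluded as the cause, since replicate 1 stayed -30.5 points from the others after rejoining. In the complementation set w1118 had 57.7%, Top3b26 48.3%, and the lines with wild-type Top3b, Y332F and dRGG 22.3%, 23.5% and 18.5%. The 3 transgenic lines differed from Top3b26 by -26.9 points on average. A chromosome background shared by these lines may explain this, and so may the transgenes, which cannot be told apart with 1 library per line.

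Top3b replicate 3 had 216 of 510 islands in heterochromatin, and these lay in HP1 islands 1.68 times as much as shifted positions. Some HP1 or heterochromatin signal in this library is consistent with that value, and binding of Top3b there stays open. Of euchromatic FLAG-AGO2 island length in replicate 1, 85.0% lay in islands of the untagged FLAG control, against 17.8% for shifted positions. Antibody background may therefore account for most euchromatic islands of that library. In replicate 2, whose list is a difference from that control, the share was 0.409%.

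H3K9me2 w1118 replicate 1 correlated over bins at 0.926 with the H3K9me3 libraries and at 0.913 with the other H3K9me2 libraries, and without it the H3K9me2 coverage difference was 1.16 points. H3K9me3 Top3b26 replicate 2, which the labels name in 2 ways, correlated at 0.966 with H3K9me3 and 0.890 with H3K9me2.

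HP1 islands lost from w1118 to Top3b26 were 14.4% here. The study gave a higher value. Gains in Top3b26 and AGO2 1-1-7 were 7.36% and 2.53%, and 3.22% without Top3b26 replicate 3 and 1.31% without AGO2 1-1-7 replicate 1. The study gave values lower than all of these. Loss in the double mutant was 5.57%. The study gave a lower value. FLAG-AGO2 islands covered 0.931% of heterochromatin on average over unlike lists, 1.69% in replicate 1 and 0.168% in replicate 2, whose list is a difference from the control library. The study gave a value between those of the replicates. Top3b islands covered 3.23%, from 0.0729% to 5.91%, and 1.89% without replicate 3. The study gave a value lower than both means. Of Top3b island length, 80.7% lay in HP1 islands. The study gave a lower share, by width of islands of which it required a minimum overlap. H3K9me2 loss and gain were 15.7% and 8.45%, with a gain of 4.33% without Top3b26 replicate 1. Those of H3K9me3 were 7.76% and 9.73%, and 10.5% and 1.96% without w1118 replicate 1. The study gave lower values than these. Smaller differences, as a ratio to the study and not in percentage points, were found for HP1 loss in AGO2 1-1-7, at 55.1%, HP1 coverage of heterochromatin in w1118, at 58.3% and 72.0% in the complementation set, the share of Top3b26 loss also lost in AGO2 1-1-7, at 92.9%, the reverse share, at 26.1%, and the overlap of FLAG-AGO2 with HP1, at 94.7%. The study gave a lower loss, a coverage above the first of these and near the second, a lower share, a similar reverse share and a slightly higher overlap. Loss here is a mean over pairs of libraries, and the cause of the differences was not tested.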
